A study of Mus musculus with 8 samples. Its data were reported in "Dynamics of chromatin accessibility during TGF-β-induced EMT of Ras-transformed mammary gland epithelial cells" (2017).

How the data were processed

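Formaldehyde-assisted isolation of regulatory elements followed by sequencing (FAIRE-seq) recovers DNA that is not held by crosslinked protein, so that sites of open chromatin are over-represented among the sequenced fragments. The assay had been run on EpH4 cells, a mouse mammary epithelial line, and on EpRas cells, the same line transformed with an oncogenic H-Ras, each left untreated or cultured with 1 ng/ml transforming growth factor-β3 (TGF-β) for 8 days. There were 2 replicate libraries in each of the 4 groups, 8 in all. Groups and replicate numbers were taken from the sample labels.

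According to the study's methods, the authors sequenced the libraries on an Ion Proton instrument, trimmed the reads to 1 short length, mapped them to the mouse genome (mm10) with bowtie2 and called peaks with MACS2 at a fixed limit on the q value. The deposited files were lists of peaks, 1 list per library, without pooling of replicates. The study combined replicates in its genome tracks, and did not say outright whether it did so for its overlap counts. Each line of a list held the position of a peak, a name and a score that the authors' peak caller gave it. What the deposited score measures was not stated, so it was treated as a score without a unit and served only to rank or filter peaks. Whether a control sample entered the peak calling, and how duplicate reads were handled, were not stated for the FAIRE-seq.

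The lists held no read counts and no signal, so the sequencing depth of each library was unknown and an accessible site that missed the authors' limit in a library was not distinguishable from a closed one. A deeper or cleaner library can give a longer list. The number of peaks was therefore reported for every library. The comparisons of similarity, overlap, separating regions, promoter share, motifs and loci were repeated with the same number of peaks per library. The shares of peaks by chromosome, their correlations and the difference of TGF-β effects between the lines were not. Confidence intervals of shares of peaks (Wilson, 95%) covered counting error within the lists only and not the spread between libraries.

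The sequence was GRCm38.p6 and the gene annotation GENCODE vM21 (basic set), both of the build to which mm10 belongs. Of the 129466 peaks in the 8 lists, 0 reached beyond the end of a chromosome. Positions are given 1-based. A peak was called a promoter peak when its midpoint lay within 2 kb of any of the 77198 annotated transcription start sites (TSSs) and distal otherwise. A region outside promoters was given as coding exon, untranslated region, other exon, intron or intergenic, in that order of precedence.

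Lists were compared by overlap of at least 1 bp. The similarity of a pair of libraries was the Jaccard index, the bases covered by peaks of both lists divided by the bases covered by either. For comparisons between groups, the peaks of both replicates were merged and a region had to be called in both. For comparisons over all libraries, the peaks of the 8 lists were merged into 37230 regions, and a region counted as called in a library if a peak of that library overlapped it. A region separated the lines if it was called in all 4 libraries of 1 line and in 0 libraries of the other, and the treatments likewise.

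Motifs were scanned on either strand in the 500 bp around the midpoint of each distal peak, with 1 fixed consensus for each of the 5 factor families that the study examined: TGASTCA for AP1, MCGGAAR for ETS, TGTGGTT for RUNX, TTGGCNNNNNGCCAA for NF1 and TTRCGCAA for CEBP (S stands for C or G, M for A or C, R for A or G and N for any base). Enrichment was the share of distal peaks with the motif divided by the share of control windows of the same size, placed 10 kb downstream of each peak and kept only if they touched no peak of any library and held at most 50% undetermined bases. The study had searched for motifs de novo, and a fixed consensus misses weaker sites.

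Means of 4 libraries against 4 were compared by an exact permutation test over all 70 assignments, two-sided, which cannot give a p-value under 0.0286. For the treatments, these assignments also move libraries between the lines. The 18 splits with 2 EpRas libraries on each side could give no value under 0.0556. Within 1 line, 2 against 2 libraries allow 6 assignments and no p-value under 0.333. The difference of the TGF-β effect between the lines was tested by permuting the line labels within each treatment (36 assignments, smallest p 0.0556). Similarity and numbers of separating regions were set against all 35 splits of the 8 libraries into 4 and 4, one-sided. P-values were adjusted by the Benjamini-Hochberg method over the 10 motif comparisons, over the 19 loci in each contrast and over 20 chromosomes. With 19 loci and this smallest p-value, at least 11 loci would have to reach it before any could pass 0.05 after adjustment. Correlations over chromosomes used permutation tests with 100000 resamples.

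Loci were the annotated gene spans with 20 kb on each side. The genes named were fixed by a rule: *Cdh1*, *Cdh2*, *Fn1*, *Esrp2*, *Gapdh*, *Mmp13*, *Etv4* and *Etv5* from the study, further genes of epithelial-mesenchymal transition (EMT) or TGF-β signaling (*Epcam*, *Vim*, *Acta2*, *Zeb1*, *Zeb2*, *Snai1*, *Snai2*, *Twist1*, *Hmga2* and *Smad7*, with 1 more that is not reported here), and, in each of 3 classes (called only in EpRas, only in EpH4, or only in TGF-β-treated EpRas libraries), the 5 regions with the highest mean percentile of the score within their lists, with the nearest gene. Genes and regions named outside this rule are marked as chosen after their values were seen. The groups, tests, named-gene rule and alternatives were fixed before the data were examined, apart from a motif control that scanned the reversed consensus in the same windows, the test of peak shares by chromosome, the tests of list length on the highest-scored peaks, of copy number and of repeat copies, and those tests that the closing section names as chosen later.

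The alternatives were the peaks above the median score of each list (the higher-scored peaks), a stricter limit at the median score of the pooled lists (15.5) for numbers of peaks, equal numbers of peaks (the 10821 highest-scored of each list), autosomes only, bases covered in place of peak numbers, 50% reciprocal overlap, regions called in either replicate, merging of peaks within 200 bp, a Jaccard index of merged regions, promoter distances of 1 and 5 kb, motif windows of 200 bp, control windows upstream, no control windows, locus flanks of 2 and 50 kb, replicate number as a block, and leaving out each library in turn.

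The procedures were tested on simulated data. For the comparison of the lines, lists drawn at the call rates of the 37230 real regions and of the libraries, with 200 regions planted in 1 line only, returned 200 of 200, and with none planted 134 regions separated the lines by chance and 10 of the 35 splits gave as many. For the comparison of the treatments the numbers were 200 of 200, 121 and 12 of 35. Planted regions met the criterion by design, so their recovery checks the merging and counting only, not the power for real regions with missed calls. The simulated calls were independent between libraries and held no line difference, unlike the real lists. Overlap calls matched a base-by-base computation for 1089 of 1089 intervals, and each of the 5 motif scans found 200 of 200 written motifs. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The study's RNA-seq, ChIP-seq and knockdown experiments were not analysed here.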

Results

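FAIRE-seq peak lists were analysed for EpH4 mouse mammary epithelial cells and for their H-Ras-transformed derivative, EpRas cells, with and without TGF-β treatment for 8 days. EMT is the loss of epithelial in favor of mesenchymal features. The study cites an earlier report that EpRas cells, unlike EpH4 cells, undergo EMT when given TGF-β. The comparisons asked how Ras transformation and TGF-β change the set of accessible chromatin regions. There were 4 groups with 2 libraries each.

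The lists held 12462 and 13092 peaks in untreated EpH4 cells, 17927 and 10821 in TGF-β-treated EpH4 cells, 17210 and 13784 in untreated EpRas cells, and 27337 and 16833 in TGF-β-treated EpRas cells (replicates 1 and 2). Median peak width was 248 to 260 bp in every library. The number of reads behind each list was unknown. Among the peaks of a library, the share that overlapped a peak of the other replicate ranged from 50.9% (Wilson 95% interval 50.2 to 51.6) for the first TGF-β-treated EpH4 library to 89.5% (89.1 to 90.0) for the second TGF-β-treated EpRas library. The longer list of a replicate pair held 1.05 times as many peaks as the shorter one in untreated EpH4 cells, 1.66 times in TGF-β-treated EpH4 cells, 1.25 times in untreated EpRas cells and 1.62 times in TGF-β-treated EpRas cells.

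EpRas libraries held 18791 ± 5900 peaks and EpH4 libraries 13576 ± 3055 (SD, n = 4 each). On the log2 scale the difference was 0.45, a 1.36-fold ratio, and it was within the spread between libraries (exact permutation test, two-sided, p = 0.143, n = 4 against 4). TGF-β-treated libraries held 18230 ± 6828 peaks and untreated libraries 14137 ± 2119 (SD, n = 4 each), a log2 difference of 0.30 (exact permutation test, two-sided, p = 0.343). Within the lines, the number of peaks was 1.09-fold higher with TGF-β in EpH4 cells (exact permutation test, p = 1, n = 2 against 2) and 1.39-fold higher in EpRas cells (p = 0.667 by the same exact test), where the smallest possible p-value was 0.333. The TGF-β effects of the lines differed by 0.35 on the log2 scale, which was also within the spread (exact permutation of line labels, p = 0.667, smallest possible 0.0556). These values depended on single libraries. With 1 library left out the line difference was 0.25 to 0.59 (lowest without EpRas TGF-β replicate 1) and the TGF-β difference 0.081 to 0.53 (lowest without EpRas TGF-β replicate 1, highest without EpH4 TGF-β replicate 2). The difference between the TGF-β effects was −0.011 without EpH4 TGF-β replicate 2, 0.0033 without EpRas TGF-β replicate 1, 0.19 without EpRas untreated replicate 2, 0.70 without EpRas TGF-β replicate 2 and 0.72 without EpH4 TGF-β replicate 1. The alternative that moved the line difference most was the stricter limit on the score, which gave a log2 difference of 0.79 (exact permutation test, p = 0.114, n = 4 against 4). With this limit the TGF-β difference was 0.48 (p = 0.371 by the same exact test). The difference between the TGF-β effects was then 0.66 (exact permutation of line labels, p = 0.722).

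**Figure D1:**
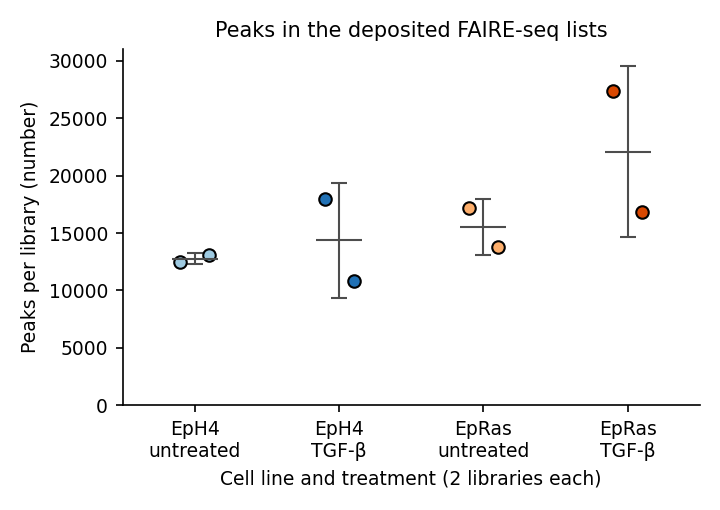
Number of deposited FAIRE-seq peaks (y axis) in each of the 8 libraries, grouped by cell line and treatment (x axis), with points for replicates, a horizontal line for the mean of each group and bars for 1 SD. The replicates of TGF-β-treated EpH4 and EpRas cells differed 1.66-fold and 1.62-fold, more than the 1.36-fold difference between the lines.

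To ask whether libraries grouped by line or by treatment, the Jaccard index was computed for all 28 pairs. It was 0.453 ± 0.0269 (SD) for the 4 pairs of replicates, 0.428 ± 0.0239 for the 8 pairs of 1 line with different treatment, 0.364 ± 0.0389 for the 8 pairs of different lines with the same treatment, and 0.352 ± 0.0296 for the 8 pairs that differed in both. Pairs within a line averaged 0.436 and pairs between lines 0.358. The difference of 0.0784 was the largest of the 35 possible splits of the libraries (exact permutation test, one-sided, p = 0.0286, the smallest possible, n = 4 against 4). Pairs within a treatment averaged 0.393 and pairs between treatments 0.390 (exact permutation test, one-sided, p = 0.457, with 16 of 35 splits as large), but these averages mix pairs of 1 line and pairs of different lines in different proportions. Within a line, replicates were on average more similar than libraries of different treatment (0.453 and 0.428), and so were libraries of the same treatment across lines (0.364 and 0.352). In EpRas cells the index of both replicate pairs was 0.474 and that of the 4 pairs of different treatment 0.392 to 0.463, whereas in EpH4 cells the replicate pairs had 0.451 and 0.412 and the pairs of different treatment 0.403 to 0.431. The alternative that moved the line value most, among those keeping all libraries, was the Jaccard index of merged regions, with a difference of 0.0888.

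**Figure D2:**
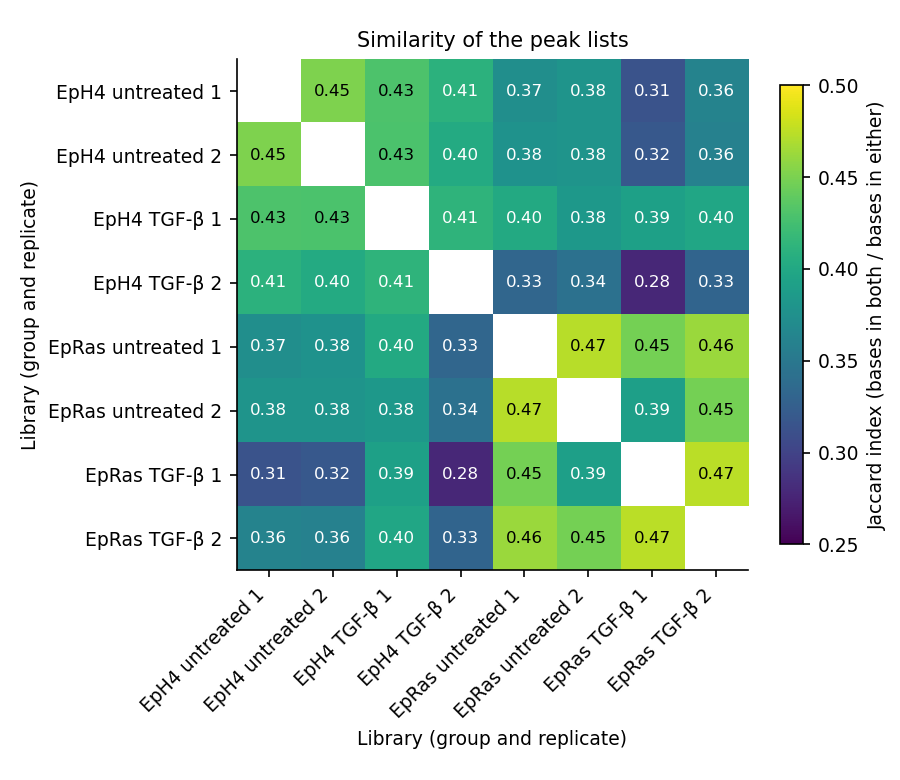
Jaccard index of covered bases for every pair of the 8 libraries, shown as a matrix with libraries on both axes and a color scale without units. Pairs within a cell line averaged 0.436 and pairs of different lines 0.358, and pairs within a line averaged 0.453 between replicates and 0.428 between treatments.

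Each group was next represented by the regions called in both of its replicates, and these sets were compared. There were 8582 such regions in untreated EpH4 cells, 9112 in TGF-β-treated EpH4 cells, 10683 in untreated EpRas cells and 15038 in TGF-β-treated EpRas cells. Without TGF-β, 32.0% of the EpH4 regions (2747 of 8582, Wilson 95% interval 31.03 to 33.00) did not overlap an EpRas region, and 45.4% of the EpRas regions (4851 of 10683, 44.5 to 46.4) did not overlap an EpH4 region. With TGF-β, the EpH4-specific share was 26.5% (2414 of 9112, 25.6 to 27.4) and the EpRas-specific share 55.5% (8340 of 15038, 54.7 to 56.3). The background for these shares is the proportion of one replicate's peaks that missed the other replicate of the same group, which was 31.02% to 34.36% in untreated EpH4 cells, 22.3% to 37.8% in untreated EpRas cells, 15.6% to 49.1% in TGF-β-treated EpH4 cells and 10.5% to 44.9% in TGF-β-treated EpRas cells. Comparing single libraries, the share missing in the other line was 30.3% to 39.0% for untreated EpH4, 42.1% to 49.5% for untreated EpRas, 17.4% to 40.7% for TGF-β-treated EpH4 and 36.8% to 67.4% for TGF-β-treated EpRas libraries. Set against the misses of the same library in its own replicate, the share missing in the other line was larger in 4 of 4 pairs for untreated and 4 of 4 for TGF-β-treated EpRas libraries, and in 2 of 4 pairs for untreated and 2 of 4 for TGF-β-treated EpH4 libraries. In lists of equal length it was larger in 4 of 4 pairs in each of these comparisons. Regions missing from the other group were often called in one of its libraries. Only 15.0% of the untreated EpH4 regions and 22.5% of the untreated EpRas regions were called in no untreated library of the other line. With TGF-β these shares were 11.4% for EpH4 and 28.8% for EpRas. Among the alternatives that kept all libraries, equal numbers of peaks moved a share most. The EpH4-specific and EpRas-specific shares were then 42.6% and 43.8% without TGF-β, and 41.4% and 45.2% with it.

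For the effect of TGF-β within each line, 6305 EpRas regions (41.9% of 15038, Wilson 95% interval 41.1 to 42.7) were present with TGF-β but not without, and 1960 (18.3% of 10683, 17.6 to 19.1) were present without TGF-β but not with it. In EpH4 cells 3177 regions (34.9% of 9112, 33.9 to 35.9) were gained and 2647 (30.8% of 8582, 29.9 to 31.8) were lost. Between single libraries the gained share was 31.5% to 55.1% in EpRas and 31.03% to 44.99% in EpH4 cells, and the lost share 10.8% to 33.0% and 20.8% to 43.0%. Each TGF-β-treated EpRas library missed the untreated lists more often than its own replicate, in 4 of 4 pairs (46.4% and 55.1% against 44.9%, and 31.5% and 39.7% against 10.5%). Untreated EpRas libraries missed the treated lists more often than their replicate in 1 of 4 pairs, and in EpH4 cells this was so in 2 of 4 pairs for the gain and 2 of 4 for the loss. With lists of equal length the counts were 4 and 3 of 4 in EpRas and 4 and 3 of 4 in EpH4 cells. With equal numbers of peaks per library, the shares gained and lost were 35.9% and 31.9% in EpRas cells and 35.9% and 34.9% in EpH4 cells. Whether the gain differed between the lines was not tested.

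Regions that set the groups apart in every library were identified among the 37230 merged regions. Of these, 11751 (31.6%) were called in only 1 library and 4259 (11.4%) in all 8. A total of 1016 regions separated the lines, 736 called in all 4 EpRas and no EpH4 library and 280 in all 4 EpH4 and no EpRas library. No other split of the libraries gave as many (1 of 35 splits, exact one-sided p = 0.0286, the smallest possible, n = 4 against 4); the 33 splits that followed neither line nor treatment gave a median of 58 regions (16 to 262). By treatment 126 regions separated the libraries, 119 called only with TGF-β and 7 only without, and 4 of the 35 splits gave as many, among them the split by line and 2 splits with 3 libraries of 1 line on one side (262 and 143). In the simulated lists without planted regions, 121 regions separated the treatments, nearly as many as the 126, and 134 separated the lines. The direction of the regions in the real lists depended on list length. At equal numbers of peaks 663 regions separated the lines, 279 of them only in EpRas (42.1%, against 72.4% in the full lists), and 95 separated the treatments, 61 of them only with TGF-β (64.2%, against 94.4%). In these shorter lists 1 of 35 splits reached the line value and 2 of 35 the treatment value. The alternative that moved the line count most, apart from leaving out a library, was restriction to the higher-scored peaks, with 420 regions. Within a line, 2 against 2 libraries allow 3 splits only. The TGF-β split gave 1843 regions in EpH4 cells (1217 gained and 626 lost), against 1444 and 1565 for the other splits, and 3188 in EpRas cells (2843 gained and 345 lost), against 2225 and 1249. In lists of equal length it gave 1661 in EpH4 (against 1221 and 1152) and 1810 in EpRas cells (against 1079 and 1017).

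**Figure D3:**
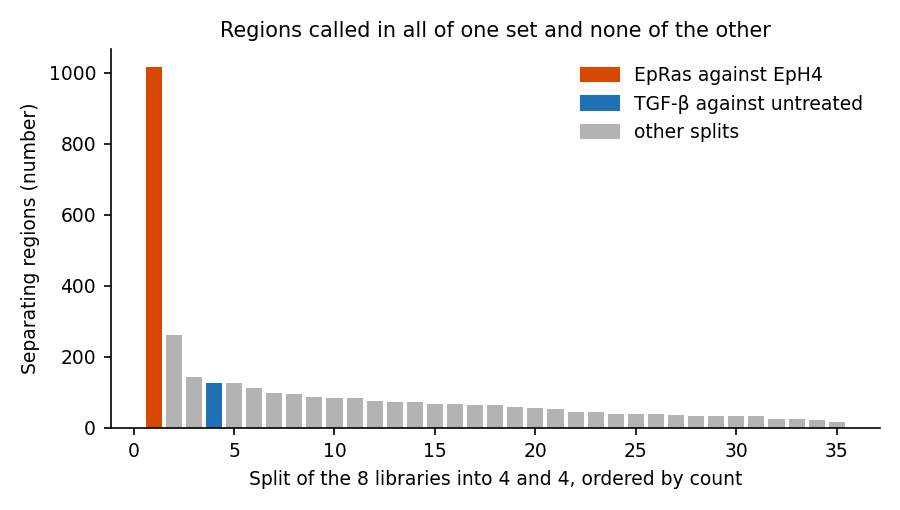
Number of regions (y axis, bars) called in all 4 libraries of one side and in none of the other, for each of the 35 splits of the 8 libraries into 4 and 4, ordered by this number (x axis), with the splits by cell line and by TGF-β in color. The split by line gave 1016 regions, the split by TGF-β 126, and the 33 other splits 16 to 262.

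The highest-scored regions called in all EpRas libraries and no EpH4 library, ranked by the mean percentile of the authors' score within each list, included a pair near *Uaca*. The first (chr9:60848699-60849139, mm10, mean percentile 98.9) lay in an intron of *Uaca*, 54.4 kb from its TSS, and the second (chr9:60782435-60782815, 92.3) was intergenic, 11.9 kb upstream of *Uaca*, with an AP1 sequence TGAGTCA at 60782601 to 60782607. The other three were in an intron of *Cemip2* (chr19:21814434-21814887, 92.2), in an intron of *Prkag2* (chr5:24871299-24871641, 91.6) and in an intergenic segment nearest to *Lpin1* (chr12:16532401-16532783, 90.6). Among the EpH4-specific regions, the highest-scored lay in an intron of *Vsig10* (chr5:117330465-117330896, 96.9), with TGAGTCA at 117330606 to 117330612. It was followed by an intron of *Cwc27* (chr13:104742844-104743216, 94.1), intergenic regions nearest to *Cox18* (chr5:90167207-90167634, 92.7) and *Serbp1* (chr6:67170282-67170633, 89.7), and the promoter of *Rhpn1* (chr15:75704050-75704371, 89.5). Regions called in both TGF-β-treated EpRas libraries and no other library were led by an intergenic site 5.67 kb from the TSS of *Tas2r138* (chr6:40607480-40607800, 90.0), followed by the promoter of the transcript *Gm49449* near *Tuba1b* (chr15:98941550-98941907, 88.3), an intergenic site nearest to *Pappa* (chr4:64599269-64599580, 86.3) and introns of *Lingo2* (chr4:36654412-36654708, 84.9) and *Dpys* (chr15:39778349-39778742, 84.2). The AP1 consensus occurred in 4 of the 5 EpRas-specific, 2 of the 5 EpH4-specific and 5 of the 5 regions of TGF-β-treated EpRas cells. Of the chromosomes that carry these regions, 5, 6, 9 and 13 held smaller and 4 and 12 larger shares of all peaks in EpRas than in EpH4 libraries, each without overlap between the libraries of the lines. A call in all libraries of one side is part of the definition of these regions, so it carries no separate test.

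Promoter peaks made up 41.5 ± 0.590% of the peaks in untreated libraries and 36.9 ± 3.03% in TGF-β-treated libraries (SD, n = 4 each). The share fell by 4.64 percentage points, and all 4 treated libraries were below all 4 untreated ones (exact permutation test, two-sided, p = 0.0286, the smallest possible, n = 4 against 4). The test also moved libraries between the lines, and with 2 EpRas libraries kept on each side the smallest possible value would be 0.0556. The decrease was −2.23 points in EpH4 and −7.05 points in EpRas cells, and the difference of these effects was within the spread (exact permutation of line labels, p = 0.167, smallest possible 0.0556). In lists of equal length the decrease was −3.46 points (exact permutation test, p = 0.0286, n = 4 against 4), the value furthest from the main one among the alternatives that kept all libraries, and with the higher-scored peaks it was −4.98 points with p = 0.0571 by the same exact test. The difference between EpRas (38.2 ± 4.26%) and EpH4 libraries (40.2 ± 1.68%) was within the spread between libraries (exact permutation test, p = 0.429, n = 4 against 4). It was −2.08 points in the full lists and −3.47 to −0.432 with 1 library left out (−3.47 without EpRas untreated replicate 2, −1.37 and −0.432 without EpRas TGF-β replicates 2 and 1), and the direction was the opposite at equal numbers of peaks, with EpRas higher by 0.989 points (exact permutation test, p = 0.571). Of the regions called in all 8 libraries, 49.7% were promoter regions (2117 of 4259, Wilson 95% interval 48.2 to 51.2). The share was 22.6% (166 of 736, 19.7 to 25.7) for EpRas-specific regions, 20.7% (58 of 280, 16.4 to 25.8) for EpH4-specific regions, 17.6% (21 of 119, 11.8 to 25.5) for regions called only with TGF-β, and 14.0% (219 of 1569, 12.3 to 15.8) for regions called only in both TGF-β-treated EpRas libraries. It was 31.7% (11806 of 37230) for all regions.

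The binding motifs that the study examined were then scanned in distal peaks. The AP1 consensus occurred in 49.8% to 55.4% of the distal peaks of a library and in 7.87% to 8.67% of control windows, a 5.95- to 6.69-fold enrichment over the 8 libraries. The ETS consensus occurred in 8.93% to 10.1% of peaks (1.39- to 1.64-fold) and the RUNX consensus in 18.3% to 19.3% (1.503- to 1.591-fold). The NF1 consensus was found in only 7 to 18 distal peaks per library (1.24- to 3.52-fold, with 2 to 8 control windows) and the CEBP consensus in 32 to 67 (1.98- to 6.17-fold, with 7 to 29 control windows), so that their enrichments rested on few windows. The mean GC content was 45.6% to 47.3% in distal peaks and 44.1% to 44.9% in control windows. Each of the 5 consensus sequences was more frequent in peaks than in control windows in all 8 libraries.

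AP1 enrichment was 6.005 ± 0.0327-fold in untreated and 6.42 ± 0.0169-fold in TGF-β-treated EpH4 cells, and 6.09 ± 0.198-fold in untreated and 6.48 ± 0.299-fold in TGF-β-treated EpRas cells (SD, n = 2 each). The TGF-β difference of 0.093 on the log2 scale was seen in all 4 treated libraries (exact permutation test, two-sided, p = 0.0286, the smallest possible, n = 4 against 4), but it did not pass adjustment over the 10 motif comparisons (adjusted p = 0.214). It also lost its place below 0.05 with motif windows of 200 bp (0.10, exact permutation test, p = 0.143, n = 4 against 4), at equal numbers of peaks (0.13, p = 0.0857 by the same exact test) and without control windows (1.96 percentage points, exact p = 0.0571). ETS enrichment was higher by 0.11 in EpRas than in EpH4 libraries, with 3 of 4 EpRas libraries above all EpH4 libraries (exact permutation test, two-sided, p = 0.0857, adjusted p = 0.214, n = 4 against 4). With the control windows placed upstream it was 0.18 (exact permutation test, p = 0.0286, n = 4 against 4). RUNX enrichment was higher by 0.043 with TGF-β, with 3 of 4 treated libraries above all untreated ones (exact permutation test, p = 0.0857, adjusted p = 0.214, n = 4 against 4). CEBP enrichment was lower by a log2 difference of −0.79 in EpRas cells, with 3 of 4 EpRas libraries below all EpH4 libraries (exact permutation test, p = 0.0571, adjusted p = 0.214, n = 4 against 4), and by −0.19 with upstream control windows (exact permutation test, p = 0.171). None of the 10 comparisons passed the adjustment and 1 had an unadjusted p under 0.05. With a smallest possible p of 0.0286, 1 comparison alone could not pass adjustment over 10, so the adjustment cannot decide on the AP1 difference. With the lines kept balanced, the AP1 difference with TGF-β could give no value under 0.0556. No difference of the TGF-β effects on enrichment between the lines was found for any of the 5 motifs (exact permutation of line labels, p from 0.333 to 0.944). This test could give no p under 0.0556, so it could not have shown a difference at 0.05.

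**Figure D4:**
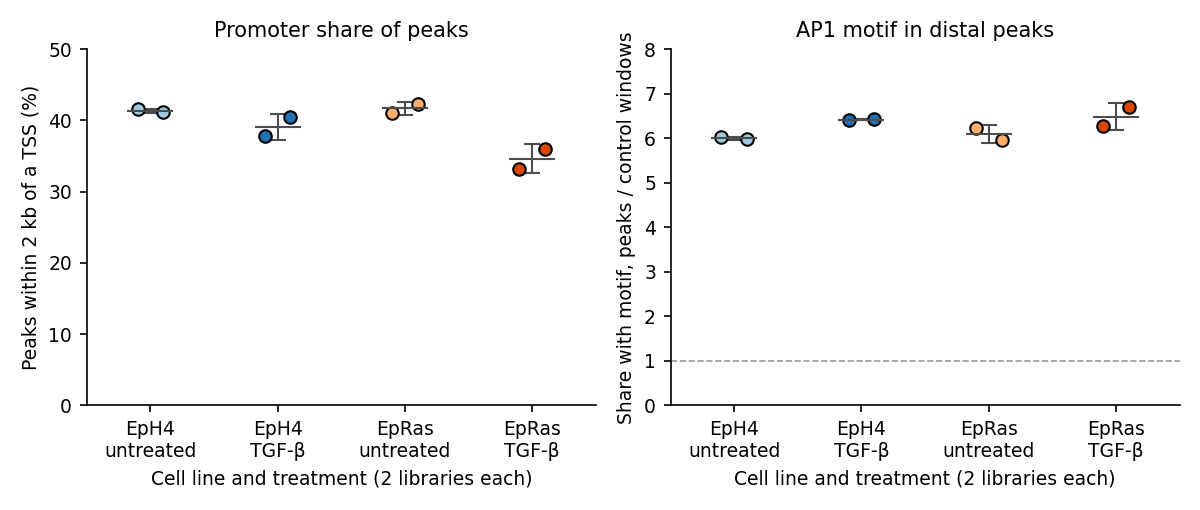
Left, percent of peaks within 2 kb of a TSS, and right, fold enrichment of the AP1 consensus in distal peaks over control windows (y axes), for the 8 libraries by group (x axes), with points for replicates, lines for group means, bars for 1 SD and a dashed line at a fold of 1. The promoter share was 33.2% to 40.4% in the treated and 41.0% to 42.3% in the untreated libraries, and AP1 enrichment was up to 6.69-fold.

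At the 19 loci, the number of peaks was compared between lines and between treatments. After Benjamini-Hochberg adjustment over the list alone, 0 loci differed between the lines and 0 with TGF-β, while 1 and 0 loci had an unadjusted exact p under 0.05. The smallest adjusted p-values were 0.543 and 0.814. The locus with the unadjusted difference was *Cdh2*, encoding N-cadherin (ENSMUSG00000024304.14, chr18:16588877-16809246, minus strand). It held 0 peaks in each of the 4 EpH4 libraries and 1.75 ± 0.5 peaks (SD, n = 4) in EpRas libraries, higher in 4 of 4 (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.543, n = 4 against 4). With the higher-scored peaks the difference was 0 (exact permutation test, p = 1), and at equal numbers of peaks it was 0.5 (exact permutation test, p = 0.429, n = 4 against 4). No single *Cdh2* region was called in more than 2 EpRas libraries, and none lay within 2 kb of the *Cdh2* TSS. Chromosome 18 as a whole carried 1.34 times as large a share of the peaks in EpRas as in EpH4 libraries.

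*Cdh1*, encoding E-cadherin (ENSMUSG00000000303.12, chr8:106603351-106670246, plus strand), held 3.25 ± 1.26 peaks in EpH4 and 1.25 ± 0.5 in EpRas libraries (SD, n = 4 each), a difference of −2 (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.543, n = 4 against 4). The difference was again −2 at equal numbers of peaks, with p = 0.0286 (exact permutation test, n = 4 against 4), and −1.5 with the higher-scored peaks (exact p = 0.171). The peaks changed place. The promoter region (chr8:106603128-106603430) and a region in an intron 12.8 kb downstream of the TSS (chr8:106616036-106616334) were called in 4 of 4 EpH4 and 0 of 4 EpRas libraries, and a region in an intron 16.4 kb downstream (chr8:106619644-106619954) in 0 of 4 EpH4 and 4 of 4 EpRas libraries. These regions, as well as the intron of *Etv5* below, were picked out after their values were seen.

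**Figure D5:**
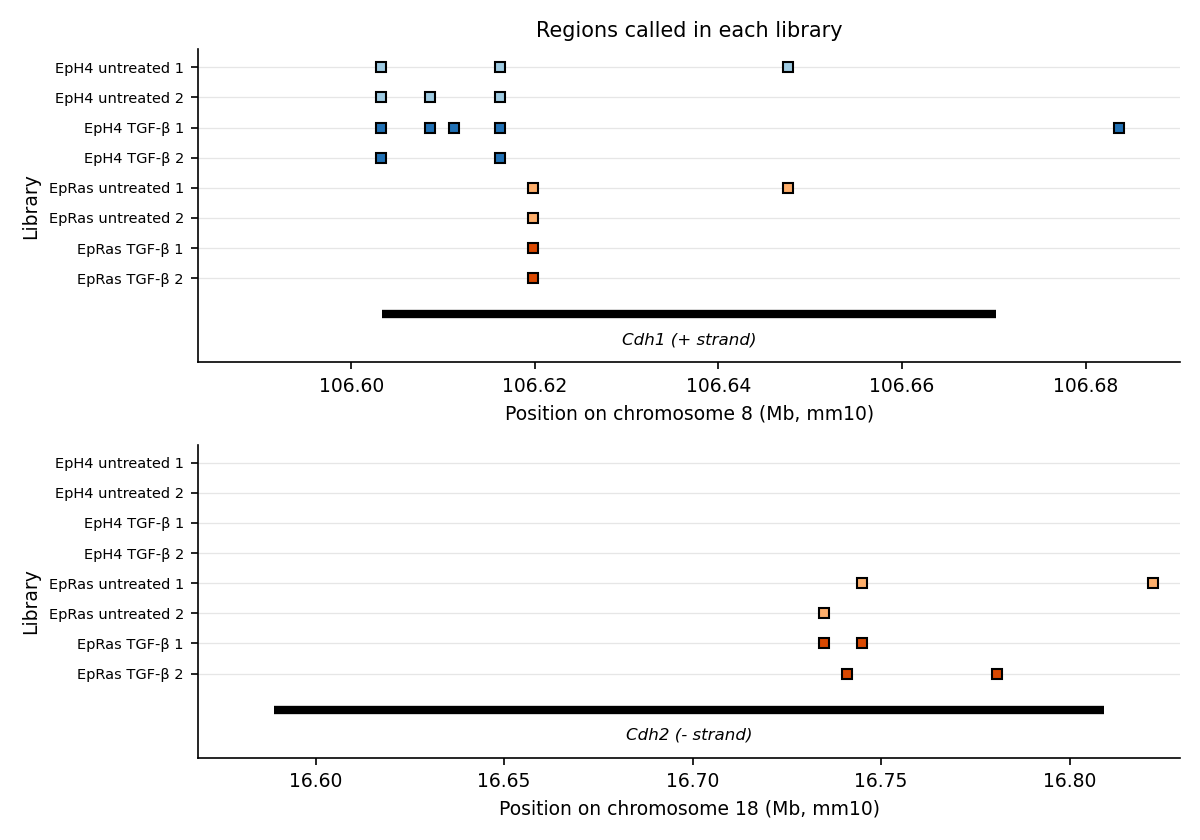
Regions called in the 8 libraries (one line each, y axis) along the *Cdh1* and *Cdh2* loci with 20 kb on each side (x axis, position in Mb, mm10), each region as a square of fixed size at its position, with the gene span as a black bar. At *Cdh1* the promoter region was called in 4 EpH4 and 0 EpRas libraries, and at *Cdh2* no region was called in more than 2 libraries.

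At *Fn1*, encoding fibronectin, a region 0.151 kb upstream of the TSS (chr1:71653149-71653552) and one 14.4 kb upstream (chr1:71667361-71667832) were each called in 7 of the 8 libraries. At *Mmp13* the only region, 13.9 kb upstream of the TSS (chr9:7258486-7258835), was called in 7 of 8 libraries, 4 of EpH4 and 3 of EpRas cells. The library without this call was TGF-β-treated EpRas replicate 2. The *Esrp2* promoter region (chr8:106136828-106137139) was called in 2 EpH4 and 2 EpRas libraries, and the *Gapdh* promoter regions in 7 (chr6:125166463-125166743) and 6 (chr6:125165556-125165903) of 8. The promoters of *Etv4* (chr11:101785153-101785575), *Etv5* (chr16:22439573-22440113) and *Snai1* were called in all 8 libraries. In an intron of *Etv5*, 50.4 kb downstream of the TSS, a region (chr16:22389148-22389499) was called in 4 of 4 EpRas and 0 of 4 EpH4 libraries, although chromosome 16 held a smaller share of the peaks in EpRas libraries (ratio 0.742). The number of peaks in the whole locus did not differ (1.5 ± 0.577 in EpH4 and 2.5 ± 0.577 in EpRas, SD, n = 4 each, exact permutation test, p = 0.171). *Vim* held 0 peaks in each EpH4 library and 2, 0, 5 and 1 in the EpRas libraries (exact permutation test, p = 0.143, n = 4 against 4), on a chromosome whose share of peaks was 1.30 times as large in EpRas libraries. *Twist1* held 0 peaks in every library, which for a list of called peaks means only that no site reached the authors' limit.

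The distribution of peaks over chromosomes differed between the lines. Of 20 chromosomes (1 to 19 and X), 13 had shares of peaks that did not overlap between the 4 EpRas and the 4 EpH4 libraries (exact permutation test, two-sided, p = 0.0286 each, the smallest possible, adjusted p = 0.044 over 20 chromosomes, n = 4 against 4). The share on chromosome 12 was 1.78 ± 0.306% in EpH4 and 3.28 ± 0.165% in EpRas libraries (SD, n = 4 each), a ratio of 1.86. The shares on chromosomes 14, 18, 2, 7, 4 and 1 were higher in EpRas libraries by ratios of 1.46, 1.34, 1.30, 1.22, 1.21 and 1.07. Chromosome 6 fell from 6.43 ± 0.275% to 4.26 ± 0.197%, a ratio of 0.662, and chromosomes 5, 16, 9, 13 and 3 had ratios of 0.741, 0.742, 0.816, 0.843 and 0.864. Of the 682 separating regions on these 13 chromosomes, 181 (26.5%) went against the direction of their chromosome.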

Values the study reported

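For cells kept without TGF-β, the study reported that 26.3% of the EpH4 regions, or 4,093 regions, were not shared with EpRas cells. It counted 25,384 accessible regions in TGF-β-treated EpRas cells and gave 46.2% of them as absent from EpH4 cells. For the effect of TGF-β in EpRas cells it gave 9,103 regions gained and 2,714 regions lost.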

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

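Of the alternatives, only the control that scans the reversed consensus was chosen after the data had been seen. Restriction to autosomes (33 results), 50% reciprocal overlap (8), bases covered in place of peak numbers (3), the stricter limit on the score (3), merging within 200 bp (2), the Jaccard index of merged regions (2), promoter distances of 1 and 5 kb (2 each) and locus flanks of 2 kb (6) changed no direction and no side of a threshold. The line difference in library similarity kept the smallest possible p in every setting. The reversed NF1 consensus was too rare to give a value in every library, so NF1 has none under that control.

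Shares of group-specific regions followed list length and the score limit. With the higher-scored peaks of each list, the EpH4-specific share without TGF-β was 43.2% (32.0% in the full lists), the EpRas-specific share without TGF-β 56.2% (45.4%) and the share gained in EpH4 cells 46.9% (34.9%). With equal numbers of peaks the EpH4-specific share was 42.6% without TGF-β and 41.4% with it (26.5%), and the share lost in EpRas cells 31.9% (18.3%). Counting regions called in either replicate, the EpRas-specific share without TGF-β was 40.8%. Leaving out 1 library also removes the requirement of calls in both replicates for its group, which by itself lengthens that group's list. Across the 8 such fits the EpH4-specific share was 20.3% to 45.2% without TGF-β (lowest without EpRas untreated replicate 2) and 12.9% to 43.0% with it (lowest without EpRas TGF-β replicate 2, highest without EpH4 TGF-β replicate 2). The EpRas-specific share was 33.0% to 60.1% without TGF-β and 32.3% to 70.9% with it (lowest without EpH4 TGF-β replicate 2). In EpRas cells the gained share was 26.2% to 62.6% (lowest without EpRas untreated replicate 2) and the lost share 4.61% to 35.3% (lowest without EpRas TGF-β replicate 2, highest without EpRas untreated replicate 2). In EpH4 cells the gained share was 23.99% to 56.93% (highest without EpH4 TGF-β replicate 2) and the lost share 10.2% to 46.9% (lowest without EpH4 TGF-β replicate 2, highest without EpH4 untreated replicate 1). The depth of the libraries is unknown, so how much of these shifts comes from depth was not resolved.

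The number of regions separating the lines was 420 with the higher-scored peaks and 663 at equal numbers of peaks, against 1016 in the full lists, and in each case 1 of 35 splits gave as many. It was 1186 to 1721 in the 8 fits that each left out one library (1721 without EpRas untreated replicate 2), where fewer libraries make the criterion looser. The number separating the treatments was 81 with the higher-scored peaks, against 126, and 187 to 468 with one library left out, being 222 and 204 without EpH4 untreated replicates 1 and 2, 197 and 468 without EpH4 TGF-β replicates 1 and 2, 233 without EpRas untreated replicate 1 and 280 without EpRas TGF-β replicate 2. The share of splits as large stayed between 0.0857 and 0.343 in these fits. The similarity difference between treatments, 0.00357, ranged from −0.00368 to 0.0155 with one library left out and was reversed without EpH4 untreated replicate 1 (−0.00271), EpH4 untreated replicate 2 (−0.00368) or EpRas untreated replicate 2 (−0.00175).

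For the promoter share, the line difference was reversed at equal numbers of peaks (0.989 percentage points; the cause was not tested), and it was −0.302 with the higher-scored peaks and −3.47 to −0.432 with one library left out, with no exact p under 0.05. The TGF-β decrease was −4.98 points with the higher-scored peaks (exact permutation test, p = 0.0571) and −5.82 to −3.42 with one library left out. It was no longer under 0.05 without any 1 of the 4 untreated libraries (−4.63 and −4.76 without EpH4 replicates 1 and 2, −4.80 and −4.36 without EpRas replicates 1 and 2, exact p = 0.0571 each), although the treated libraries still lay below all untreated ones.

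The AP1 difference with TGF-β was 0.0802 with the higher-scored peaks (exact p = 0.286), 0.13 at equal numbers (0.0857), 0.10 in 200 bp windows (0.143), 1.96 percentage points without control windows (0.0571), 0.0351 against the reversed consensus (0.114) and 0.0747 to 0.107 with one library left out, where p was 0.0571 in 6 of 8 fits, those without either EpH4 untreated, either EpH4 TGF-β, EpRas untreated replicate 2 or EpRas TGF-β replicate 2. The AP1 line difference, 0.017 in the full lists, was 0.15 with the higher-scored peaks (exact p = 0.0857), 0.12 at equal numbers (0.114) and 0.096 in 200 bp windows (0.171). It was −0.0136 to 0.0428 with one library left out, reversed without EpRas TGF-β replicate 2 (−0.0136) or EpH4 untreated replicate 2 (−0.000944). The ETS line difference reached p = 0.0286 by the exact test with the higher-scored peaks (0.18), at equal numbers (0.19), in 200 bp windows (0.19), with upstream control windows (0.18), without control windows (0.765 percentage points), against the reversed consensus (0.14) and without EpRas TGF-β replicate 1 (0.13; 0.0759 to 0.13 over the 8 fits). The reversed ETS consensus lacks the CG of the motif and occurred in 33.8% to 35.4% of distal peaks, so it is no matched control. The ETS difference with TGF-β was reversed in 200 bp windows (0.0374), and the RUNX line difference at equal numbers (0.00746) and with upstream windows (0.0352). The RUNX difference with TGF-β reached an exact p of 0.0286 at equal numbers (0.0851), with upstream windows (0.0688) and without EpRas TGF-β replicate 1 (0.0554; 0.036 to 0.0554 over the 8 fits). The NF1 difference with TGF-β was reversed with the higher-scored peaks (1.39), at equal numbers (0.14) and with upstream windows (0.24), and reached 0.0286 without EpRas untreated replicate 1 (−0.70; −0.70 to −0.21). The CEBP line difference reached 0.0286 without control windows (−0.14 percentage points), and from −0.79 in the full lists it went to −0.19 with upstream windows (exact p = 0.171), −0.25 against the reversed consensus (0.286), −0.58 in 200 bp windows (0.286), −0.98 at equal numbers (0.0857) and −1.09 with the higher-scored peaks (0.0857). NF1 rested on 2 to 8 control windows per library and CEBP on 7 to 29, which limits both. For the other motif changes the cause was not tested.

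No setting gave a locus past 0.05 after adjustment. The *Cdh1* difference had an exact p = 0.0286 at equal numbers (−2), with 50 kb flanks (−2.25) and without EpH4 TGF-β replicate 2 (−2.42), but was −1.5 with the higher-scored peaks (exact p = 0.171) and −1.42 without EpH4 TGF-β replicate 1 (0.0857). The *Cdh2* difference was 0 with the higher-scored peaks and 0.5 at equal numbers, and without any 1 EpH4 library it was 1.75 with an exact p of 0.0571. The *Vim* difference had an exact p = 0.0286 with 50 kb flanks (2.75) and without EpRas untreated replicate 2 (2.67), and was 1.0 without EpRas TGF-β replicate 1.

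With the replicate number as a block, 16 assignments allow no p under 0.125. The replicate block gave that p for the promoter share with TGF-β (−4.64 points), for AP1 with TGF-β (0.0927) and for the regions separating the lines (1016), so none of these 3 could stay under 0.05 in it. No other result so tested was under 0.05 with or without the block. The correlations used to check for pairing, 1 for each pair of groups, were −0.0545 to 0.00216 and gave no sign that the numbers pair the libraries. They are not similarities of the lists, since replicates 1 of untreated and TGF-β-treated EpRas cells had a Jaccard index of 0.448.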

Other observations

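The tests of the highest-scored peaks on lists of equal length, the use of the values at equal numbers of peaks (an alternative fixed beforehand) to test list length for the promoter share and for the gain of regions in EpRas cells, the tests in both directions and of the splits at equal length within a line, the splits with the lines balanced, and the test for a Y chromosome in the cells were chosen only after the results they address had been seen. The tests of copy number and of repeat copies were set after the patterns they address had been seen, but before their own values were computed.

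The regions that separate the lines stood apart from other groupings of the same libraries, since 1 of the 35 splits gave as many as 1016, whereas 4 of the 35 splits gave as many as the 126 regions that separate the treatments. The others as large were the split by line and 2 splits with 3 libraries of 1 line on one side, which carry part of the line difference. Among the 18 splits with 2 EpRas libraries on each side, only the split by treatment (1 of 18) gave as many as 126, and the next gave 96. At equal numbers of peaks it was again 1 of 18 (95 regions, next 61). For library similarity within against between treatments, in the lists as deposited, it was also 1 of 18 (0.00357, next −0.00151). A share of 1 in 18 is 0.0556, so these splits cannot give a value under 0.05, and an effect of TGF-β shared by the lines stays open beside an accidental grouping of the libraries. The simulated lists without planted regions gave nearly as many regions separating the treatments (121), although these lists held no line difference. A longer list in one group could by itself produce group-specific regions. If so, the highest-scored 10% of a list should be found in the other line about as often as in the other replicate. In the lists as deposited, these peaks missed the other line more often than the other replicate in 29 of 32 ordered pairs of libraries (9.69% against 3.16% on average), which is short of every pair. In lists of equal length they did so in 32 of 32 pairs (12.1% against 3.95%), so list length does not account for the line difference. For TGF-β in EpRas cells, treated libraries missed the untreated lists more often than their replicate in 4 of 4 pairs as deposited (4.09% against 0.850%) and 4 of 4 at equal length (5.15% against 1.16%). With the misses of untreated libraries in the treated lists included, the counts were 5 of 8 pairs as deposited (2.90% against 1.51%) and 7 of 8 at equal length (4.67% against 2.40%). In EpH4 cells, the treated libraries did so in 2 of 4 pairs as deposited (6.06% against 4.98%) and 3 of 4 at equal length (7.001% against 5.45%), and in both directions the counts were 4 of 8 (5.50% against 4.81%) and 6 of 8 (6.80% against 5.499%). As deposited, the misses in both lines were mostly more frequent in the shorter of the lists compared. At equal length the misses of treated EpRas libraries in the untreated lists (3.60% to 6.10%) did not overlap those in their replicates (0.555% to 1.76%), and the TGF-β split gave 1810 regions against 1079 and 1017 for the other 2 splits of the EpRas libraries, so list length does not account for all of the EpRas difference. In EpH4 cells the TGF-β split also gave more regions at equal length, 1661 against 1221 and 1152 (1843 against 1444 and 1565 as deposited), and over all peaks the misses were more frequent between treatments in 7 of 8 pairs (37.4% against 35.2%), so list length does not account for all of the regions that set the treatments apart there. For the highest-scored EpH4 peaks the misses at equal length overlapped (4.53% to 9.43% against 5.18% to 5.73%), so that for these peaks a TGF-β effect and list length cannot be told apart. Read depth, which was unknown, and an accidental grouping of 4 libraries, which allow 3 splits only, stay open beside TGF-β in both lines. Differences of library preparation between the lines were not tested and stay open beside Ras transformation. The study's methods also give more fetal bovine serum in the medium of EpH4 than of EpRas cells. The effect of serum therefore cannot be told apart from that of the line.

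In EpRas cells many more regions were gained than lost with TGF-β in the lists as deposited, a difference of 23.6 percentage points between the shares. Without EpRas untreated replicate 2 it was reversed, with 26.2% gained and 35.3% lost, although leaving out a library lengthens the list of its group. Without any other EpRas library the gain stayed larger (34.7% against 28.5% without untreated replicate 1). At equal numbers of peaks the difference between the shares was 3.94 points. Lists of equal length limit how far gain and loss can differ, so a true opening of chromatin and a deeper treated library cannot be told apart from peak lists alone. Read depths would be needed. There were 15038 regions called in both replicates of TGF-β-treated EpRas cells. That is lower than the value quoted from the study above. The regions called in either replicate numbered 29071, which is higher than the study's value. The study combined replicates in its genome tracks and did not say outright whether it did so for that count, so the cause of the difference was not resolved.

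The lower promoter share with TGF-β was still −3.46 percentage points at equal numbers of peaks, with an exact permutation p of 0.0286 (two-sided, n = 4 against 4), so list length does not account for all of it. That test also moved libraries between the lines, and with the lines balanced the smallest possible value would be 0.0556. Other technical differences between treated and untreated libraries were not tested, and TGF-β remains an open explanation.

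Shares of peaks by chromosome differed between the lines for 13 of 20 chromosomes, which raised the hypothesis that the lines differ in chromosome copy number, since more copies give more fragments and more sites past the limit. Regions called in all 8 libraries should then rank higher in EpRas lists on chromosomes with a larger share, promoter and distal peaks should shift alike, and so should the parts of a chromosome before and after its midpoint. These 3 relations over 20 chromosomes gave Pearson's r of 0.839 for the rank shift (permutation p = 2e-05, adjusted 3e-05; Spearman's rho 0.817, p = 5e-05; r = 0.757 without the 2 chromosomes farthest from the median), 0.922 for promoter against distal peaks (p = 1e-05, the smallest the permutations can give, adjusted 3e-05; rho 0.919, p = 1e-05; r = 0.974) and 0.719 for both parts (p = 0.00027, adjusted 0.00027; rho 0.675, p = 0.00163; r = 0.678). Chromosomes are not independent replicates. All 3 values fit copy number as a candidate explanation, but the parts did not always shift alike. The log2 ratios were 0.72 and 0.21 on chromosome 2 and −0.13 and −0.63 on chromosome 5. On chromosome X they had opposite signs, −0.22 and 0.65. These chromosomes were picked after their values were seen. Gene regulation that shifts whole chromosomes was not tested, and no karyotype was used here.

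Copy number of whole chromosomes does not give the direction of all regions that separate the lines. Copy number of parts of a chromosome was not tested at these regions. How many would go against their chromosome by accident was not tested either. On the 13 chromosomes, 181 of 682 such regions (26.5%) went against the direction of their chromosome, 126 of them called only in EpRas on the 6 chromosomes with a lower EpRas share and 55 only in EpH4 on the 7 with a higher share. With equal numbers of peaks, 114 of 459 (24.8%) did. The direction still followed the chromosome in part, since EpRas-specific regions made up 87.3% of separating regions on the chromosomes with a higher and 50.4% on those with a lower EpRas share, and 68.6% and 19.4% at equal numbers of peaks. A list of line-specific regions from these data may therefore mix copy number with changes at single sites.

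On 3 autosomes peaks were sparse in EpH4 libraries, with 2.04 peaks per Mb on chromosome 12, 1.79 on chromosome 14 and 2.86 on chromosome 18, and chromosome X had 0.712. The same 3 autosomes were the sparsest in EpRas libraries, with 5.18, 3.66 and 5.26 peaks per Mb, and chromosome X had 1.24. The gap to the next autosome was small there, with 5.39 on chromosome 6. These chromosomes were chosen after their values were seen, and no explanation was tested.

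The regions at the top of the score ranking were at the same places in every library. The first, chr9:35305077-35305742, had a mean percentile of 100. One hypothesis is that reads from repeated sequence pile up there. Over the 20 highest-scored regions called in all 8 libraries, chosen for their values, a median of 34.8% of the 31-base words had another copy in the assembly, against a median of 0 in 500 other autosomal regions called in all 8 libraries. Words were mostly repeated in 8 of the 20 regions and in 27 of the 500 (5.4%). The prediction had been that most words would be repeated, which held for these 8 only. In 2 of the 20 regions (chr12:97061287-97061917 with 50.6% of words and chr2:22588522-22590292 with 53.8%) most words matched the mitochondrial genome, as did 1 of the 500 others. Some more of the 20 had smaller shares of such words, from 21.3% (chr13:85126424-85127535) to 33.4% (chr5:60042672-60043222), and the rest had none. Repeat copies are a candidate explanation for part of these regions, and no biological explanation was tested.

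Each library also held 13 to 17 peaks on chromosome Y. Over the 23 merged Y regions a median of 75.1% of the words were repeated in the assembly, but a median of only 6.95% had a copy on another chromosome, and in 6 of the 23 regions most words did. These 6 were called in 1 to 4 libraries, and of the 8 Y regions called in all 8 libraries 0 had most words on another chromosome. Exact words miss diverged copies, so reads from copies elsewhere and from Y sequence in the cells cannot be told apart by this count. The promoters of *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* on chromosome Y, chosen after the Y peaks were seen, had 0 calls in 32 chances (4 genes in 8 libraries), while their copies on chromosome X, *Kdm5c*, *Kdm6a*, *Ddx3x* and *Eif2s3x*, had 18 of 32. Of the 8 libraries, *Kdm5c* was called in 8 and *Kdm6a* in 6, but *Ddx3x* in 1 and *Eif2s3x* in 3. The 0 calls argue against a Y chromosome that carries *Kdm5d* and *Uty* in an active state. They say little about *Ddx3y* and *Eif2s3y*, whose X copies were seldom called, and the origin of the Y peaks was not resolved. No biological explanation was tested.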
